# RNA-Seq and microarray analysis of the *Xenopus* inner ear transcriptome discloses orthologous OMIM^®^ genes for hereditary disorders of hearing and balance

**DOI:** 10.1186/s13104-015-1485-1

**Published:** 2015-11-18

**Authors:** Daniel Ramírez-Gordillo, TuShun R. Powers, Jennifer C. van Velkinburgh, Casilda Trujillo-Provencio, Faye Schilkey, Elba E. Serrano

**Keywords:** Deafness, Genomics, Mechanosensory hair cell, Vestibular, *X. laevis*, *X. tropicalis*

## Abstract

**Background:**

Auditory and vestibular disorders are prevalent sensory disabilities caused by genetic and environmental (noise, trauma, chemicals) factors that often damage mechanosensory hair cells of the inner ear. Development of treatments for inner ear disorders of hearing and balance relies on the use of animal models such as fish, amphibians, reptiles, birds, and non-human mammals. Here, we aimed to augment the utility of the genus *Xenopus* for uncovering genetic mechanisms essential for the maintenance of inner ear structure and function.

**Results:**

Using *Affymetrix* GeneChip^®^*X. laevis* Genome 2.0 Arrays and Illumina-Solexa sequencing methods, we determined that the transcriptional profile of the *Xenopuslaevis* inner ear comprises hundreds of genes that are orthologous to OMIM^®^ genes implicated in deafness and vestibular disorders in humans. Analysis of genes that mapped to both technologies demonstrated that, with our methods, a combination of microarray and RNA-Seq detected expression of more genes than either platform alone.

**Conclusions:**

As part of this study we identified candidate scaffold regions of the *Xenopus tropicalis* genome that can be used to investigate hearing and balance using genetic and informatics procedures that are available through the National *Xenopus* Resource (NXR), and the open access data repository, *Xenbase*. The results and approaches presented here expand the viability of *Xenopus* as an animal model for inner ear research.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13104-015-1485-1) contains supplementary material, which is available to authorized users.

## Background

The vertebrate inner ear serves a unique dual function as a receptor for the senses of hearing and balance. The inner ear’s ability to detect sound and maintain spatial orientation is vital to the survival of an organism. In humans and other vertebrates, disorders of hearing and balance can lead to disabilities that can reduce the lifespan, and in the case of humans, severely compromise the quality of life. It is estimated that approximately 1 in 20 Americans are hard of hearing or are functionally deaf, and that 35 % of adults ages 40 and older (69 million Americans) have experienced vestibular dysfunction during some period in their lives [1, 2]. Vestibular and auditory disorders are frequently caused by damage to the mechanosensory hair cells of the inner ear or to the afferent and efferent neurons of the eighth cranial nerve [2, 3]. The number of affected individuals who experience difficulties with hearing or balance is expected to increase as the population ages [2]. In order to address this growing global health challenge, it is crucial to understand the mechanisms that underlie the senses of hearing and balance, and especially to identify the genetic basis of acoustic-vestibular health and dysfunction [3, 4].

Human inner ears are typically not a feasible choice for genetic studies due to the invasive nature of the technical approaches, and the frequent need to terminate animal life as part of the experimental design. Consequently, non-human animal models are the foundation for acoustico-vestibular research [5, 6]. When choosing an organism to study the mechanisms of hearing and balance with the goal of addressing human health, it is advisable to select an organism whose inner ear resembles that of humans. The amphibian inner ear is similar to the human inner ear, with the notable exception that sound reception is distributed among three sensory organs instead of the solitary cochlea [7–9]. Like humans, and many other mammals, amphibians are capable of vocal communication. However, unlike mammals, amphibians can regenerate damaged hair cells and their sensory epithelia have the capacity for the perpetual production of new hair cells throughout animal life [5, 6]. These characteristics confer an additional benefit to the use of animals from this class for research that aims to discover mechanisms that can restore function to damaged inner ears.

*Xenopus*, the African clawed frog, is an amphibian native to Sub-Saharan Africa that has become an increasingly popular subject for inner ear investigations over the past decade, especially for research that addresses embryonic placode and larval organ formation [7, 10, 11]. The genus *Xenopus* comprises about 15 species of frogs; the two most common research species are *Xenopus laevis* and *Xenopus tropicalis* both of which have long been used in medical and scientific investigations [12]. An established model for developmental studies of embryogenesis, *Xenopus*’ contributions to medicine date to the 1930s, when pregnancy was confirmed by the induction of ovulation in female *Xenopus* injected with the urine of human females [13]. Almost a century of research has shown conservation of cellular, developmental, and genomic organization between *Xenopus* and mammals, and established its utility for investigations of organ and tissue repair due to *Xenopus’* documented regenerative capacity [14, 15].

Understanding of the genetic underpinnings of hearing and balance common to *Xenopus* and humans can be furthered by using high throughput approaches to profile the cadre of genes whose collective expression is required in a functioning inner ear organ [16, 17]. To this end we used bioinformatics tools, in combination with microarrays and RNA-Seq, to determine whether Online Mendelian Inheritance in Man^®^ (OMIM^®^) orthologues for hearing and balance are expressed in the *Xenopus* inner ear. Our experimental approach also was designed to permit comparison of the capacity of these two technologies to detect candidate OMIM^®^ orthologues in *Xenopus* transcriptomes.

We began by mining the OMIM^®^ database to assemble a list of OMIM^®^ genes associated with both deafness and vestibular disorders, with deafness, or with vestibular disorders. Informatics and curation approaches were used to identify candidate orthologues to OMIM^®^ deafness and vestibular disorder genes among the *Xenopus laevis* Probe Set Identifiers (Xl-PSIDs) on the Affymetrix Genechip^®^*X. laevis* Genome 2.0 Array, and among the scaffolds of the *X. tropicalis* Genome Assembly v.2. Gene expression was evaluated for candidate OMIM^®^ orthologues that met threshold criteria established for the two technologies. Our results suggest that orthologues for 259 (74 %) of the human OMIM^®^ genes associated with auditory and vestibular function are expressed in the *Xenopus* inner ear at the animal age examined in this study. When we undertook a detailed expression analysis of the 190 OMIM^®^ deafness and vestibular disorder genes that could be mapped to both the Xl-PSIDs on the microarray and *X. tropicalis* genome scaffolds, we found that a combination of both approaches uncovered expression of more candidate OMIM^®^ orthologues than either method alone. Taken together, the results and the approaches presented here enhance the relevance of the genus *Xenopus* for investigations of the sensory systems for hearing and balance.

## Methods

### Inner ear RNA

Larval *Xenopus laevis* stages 56–58 with fully formed inner ears [7, 10, 18] were obtained from Nasco (Fort Atkinson, WI, USA). Specimens were euthanized in a 2 % solution of ethyl 3-aminobenzoate methanesulfonate salt before aseptic removal of the inner ear tissue. Protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of New Mexico State University.

Biological samples for microarray and RNA-Seq analysis comprised 16–20 inner ears (8–10 animals) per RNA sample (3 for microarray; 1 for RNA seq). Inner ear RNA was isolated with the Qiagen^®^ RNeasy^®^ Mini Kit according to established procedures [19]. RNA quality was assessed using the Agilent 2100 Bioanalyzer. Experimental samples with a minimum RNA integrity number (RIN) of 9.0 were shipped to the National Center for Genome Resources, (NCGR; Santa Fe, NM, USA) for Illumina-Solexa sequencing or to the Massachusetts Institute of Technology (MIT; Cambridge, MA, USA) BioMicro Center for microarray analysis with the Affymetrix GeneChip^®^*X. laevis* Genome 2.0 Array.

### Profiling inner ear RNA with Illumina-Solexa sequencing and Affymetrix GeneChip^®^*Xenopus laevis* Genome 2.0 Array

RNA-sequencing was completed using the Illumina-Solexa platform for sequencing by synthesis. As recommended by the manufacturer, short-insert paired end (SIPE) libraries were prepared from total RNA according to Illumina’s mRNA-Seq Sample Prep Protocol v2.0 (Illumina, San Diego, CA, USA). The resultant double-stranded cDNA concentration was measured on a NanoDrop spectrophotometer, and size and purity were determined on the 2100 Bioanalyzer using a DNA 1000 Nano kit. The cDNA libraries were cluster amplified on Illumina flowcells, sequenced on the GAII Sequencer as 36-cycle single-end reads, and processed using Illumina software v1.0. The RNA sample produced 28,764,261 Illumina reads with an average quality score above Q30. The reads were aligned to the *X. tropicalis* genome (UCSC XenTro3; JGI 4.1) using the algorithm for genomic mapping and alignment program (GMAP) and Alpheus^®^ Sequence Variant Detection System v3.1 [20]. The GMAP program was used by Alpheus^®^ to align high quality reads containing bases with a PHRED score ≥20 with default parameter settings, except base pair mismatches was set to 2 (based on read length). Alpheus^®^ was used to normalize reads per million (RPM). The total number of reads mapped to each of the OMIM^®^ genes were log_2_ transformed. Fifty-one percent of reads aligned to the *X. tropicalis* reference genome. The microarray procedures and data were processed as previously described [17]. Data from three biological replicates were preprocessed using Gene Chip robust multichip averaging (GCRMA) to generate a log_2_ transformed intensity measure for each Xl-PSID.

The original data analyzed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE69701 (RNA-Seq) and GSE73829 (microarray).

### Identification of OMIM deafness and vestibular disorder genes

The OMIM^®^ database was regularly accessed and manually inspected (most recently, May 2015) to identify a list of 299 HUGO Gene Nomenclature Committee (HGNC) symbols pertaining to deafness by using the query term “deafness” and limiting the results to known sequences and phenotypes to search for syndromic and non-syndromic deafness genes in humans [21]. Using the same criteria described above, but using the query term “vestibular”, a list of 123 HGNC symbols was obtained for genes associated with vestibular disorders [21]. The OMIM^®^ deafness and vestibular disorder genes symbols were analyzed to determine genes uniquely associated with deafness only, vestibular disorder only or dual phenotype (deafness and vestibular disorders). Human protein sequences were obtained for 279 of the 299 deafness HGNC symbols and 120 of the 123 vestibular disorder HGNC symbols as described in Powers et al. [17]. Genes uniquely associated with deafness, vestibular disorders, or dual phenotype (deafness and vestibular disorders) were identified by comparing the deafness OMIM gene list with the vestibular disorder OMIM^®^ gene list (Table 1; Additional file 1).

**Table 1:** Expression analysis for OMIM^®^ genes that aligned to *X. tropicalis* genome scaffolds and *X. laevis* PSIDs

Category	Deafness	Vestibular	Both	Total
OMIM^®^ genes	229	53	70	352
*X. tropicalis* genome				
OMIM^®^ genes that mapped to *Xt* genome scaffolds and met alignment criteria	204	51	67	322^a^
OMIM^®^ genes that mapped to *Xt* genome scaffolds, met alignment criteria, and met RNA-Seq expression criteria	161	29	51	241
Affymetrix Xl-PSIDs				
OMIM^®^ genes that mapped to Xl-PSID genes that met alignment criteria	154	40	40	234^a^
OMIM^®^ genes that mapped to Xl-PSID genes that met alignment and expression criteria	96	12	18	126^b^

^a^190 OMIM genes met the alignment criteria for both technologies (see Fig. 2)

^b^This group includes 18 OMIM^®^ genes that were not detected by RNA-Seq

### Analysis of OMIM^®^ deafness and vestibular disorder orthologous genes in the *Xenopus* inner ear transcriptome

Figure 1 summarizes the approach used to determine expression of OMIM^®^ orthologues in RNA-Seq and microarray data. Human protein sequences corresponding to the HGNC symbols were retrieved from the Ensembl website (release 79). Standalone BLAST was used to map the human protein sequences to the *X. laevisAffymetrix* consensus sequences (provided by the manufacturer) and the *X. tropicalis* predicted proteins. The consensus sequences (15,491) were downloaded directly from *Affymetrix;* predicted protein sequences (27,916) were downloaded from the Joint Genome Institute (JGI) genome portal. The scaffold number and coordinates for each of the OMIM^®^ genes were also acquired from the JGI genome portal. For RNA-Seq, the BLASTP alignments of the Ensembl human protein sequences to the JGI *X. tropicalis* predicted proteins provided the predicted protein designation number for *Xenopus* orthologues of OMIM deafness and vestibular disorder genes. The protein designation number was then entered into the JGI *Xenopus tropicalis* v4.1 genome portal to obtain the corresponding scaffold number and coordinates. The scaffold number and coordinates were then entered into the Alpheus^®^ Sequence Variant detection software to obtain the number of RNA-Seq reads for each corresponding OMIM gene.

**Fig. 1:**
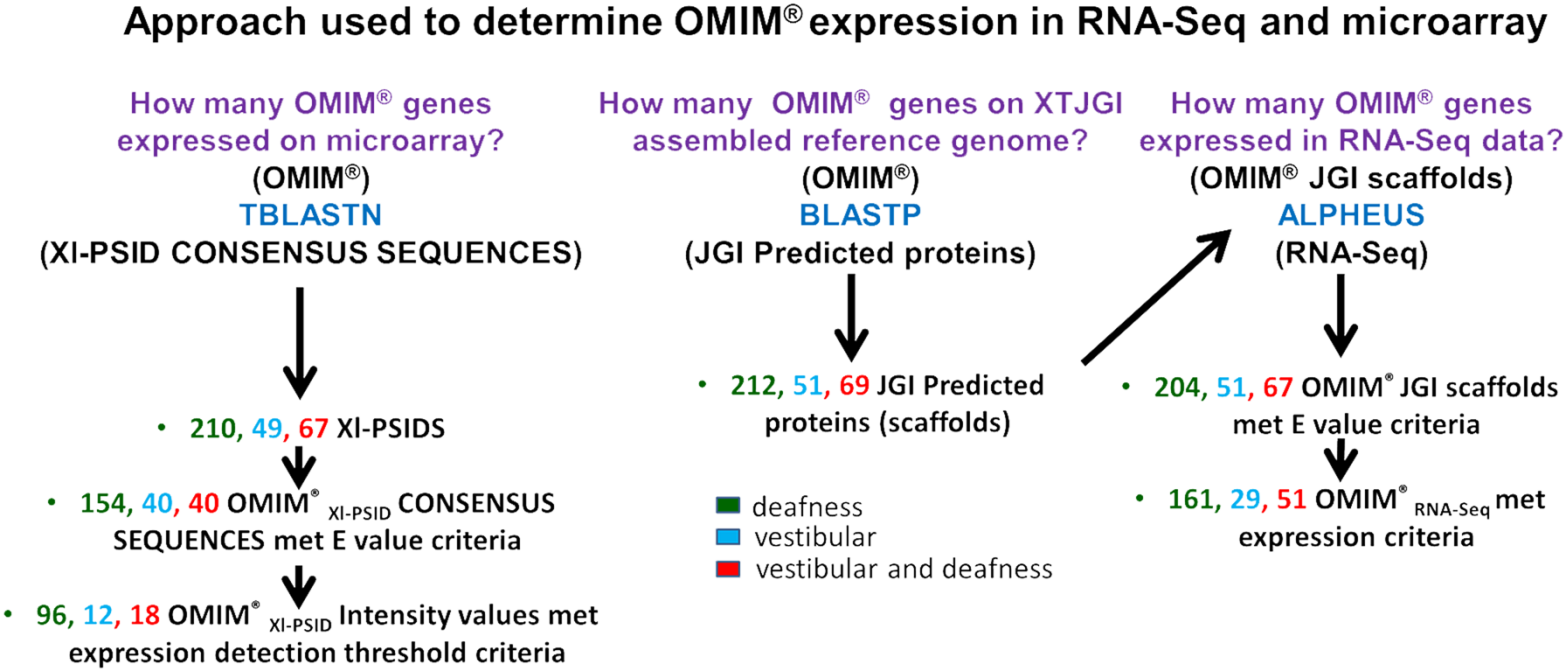
Experimental strategy for determining the expression of OMIM^®^ orthologues for deafness and vestibular disorder genes in the *Xenopus* inner ear transcriptome with Illumina-Solexa (RNA-Seq) and *Affymetrix* microarray methods. A comprehensive list of OMIM^®^ genes for deafness and vestibular genes was manually curated and used to map OMIM^®^ sequences to the Xl-PSIDs on the *Affymetrix GeneChip* ^*®*^ *X. laevis Genome Array*, and to the JGI *Xenopus* reference genome scaffolds. *Xenopus* inner ear RNA was used in microarray hybridization reactions with the *Affymetrix GeneChip* ^*®*^. The hybridization data were analyzed to retrieve intensity values from target Xl-PSIDs that had met alignment criteria for OMIM^®^ orthologues for deafness and vestibular disorder genes. The Alpheus^®^ program was implemented to map inner ear RNA-Seq reads to the JGI *Xenopus* reference genome scaffolds and the RNA-Seq alignment data were analyzed to retrieve target scaffold regions that had met alignment criteria for OMIM^®^ orthologues for deafness and vestibular disorder genes. As part of the analysis, the data were separated into three OMIM^®^ phenotype categories: deafness only; vestibular disorder only; and both deafness and vestibular disorder. When expression criteria were applied to both datasets, RNA-Seq methods detected expression of more OMIM^®^ orthologues for deafness and vestibular disorder genes in the *Xenopus* inner ear (241) than were detected by microarray methods (126)

For microarray data, the TBLASTN alignments of the Ensembl human protein sequences to the Affymetrix *X. laevis* GeneChip^®^ consensus sequences retrieved a list of microarray Xl-PSIDs whose intensity values were used for data analysis. The protocol and criteria for the BLAST alignments were identical to those previously reported in an open source publication; alignments that met a threshold E-value criterion of 10^−14^ were used for downstream analysis (H, high similarity (E ≤ 10^−100^); M, moderate similarity (E  =  10^−99^ to 10^−50^); W, weak similarity (E  =  10^−49^ to 10^−15^) [17]. Some of the OMIM^®^ genes mapped to multiple predicted proteins or to multiple Xl-PSIDs that met the detection criteria. To avoid counting the same OMIM^®^ gene twice we chose the predicted protein or Xl-PSID with the highest E value (Additional file 1). Regression analysis was undertaken to determine correlation between RNA-Seq reads and GCRMA value (microarray) for the same genes that met expression threshold criteria for both technologies. The regression was completed in the Excel data analysis tool using the values for orthologues that met the expression criteria for both technologies.

## Results

### Identification of *X. tropicalis* scaffolds for RNA-Seq analysis

BLASTP (standalone BLAST version 2.2.27+) was used to align the protein sequences of deafness and vestibular disorder genes acquired from OMIM^®^ (deafness, n = 281; vestibular disorder, n = 120) to *X. tropicalis* predicted protein sequences downloaded from JGI *X. tropicalis* genome version 4.1 [22]. This process resulted in 281 alignments for deafness and 120 for vestibular disorders. After removal of the alignments that fell below the E value criteria of 10^−14^ or greater [17], the number of OMIM^®^ genes that mapped to proteins corresponding to *X. tropicalis* scaffolds was reduced to 271 for deafness and 118 for vestibular disorders (Table 1; Fig. 1).

### Detection of *Xenopus* OMIM orthologue expression with Illumina-Solexa RNA-Seq

The Alpheus^®^ software identified RNA-Seq reads that aligned to *X. tropicalis* scaffolds for deafness and vestibular disorders that met Illumina’s criteria of a minimum of 10 reads [23]. Further analysis revealed that 222 deafness and 86 vestibular disorder alignments for proteins with corresponding *X. tropicalis* scaffolds met the detection threshold criteria for RNA-Seq expression (data not shown). We noted that some OMIM^®^ genes aligned to the same *X. tropicalis* scaffold for predicted proteins. To avoid duplicate analysis, we analyzed RNA-Seq expression for the OMIM^®^ genes using the protein alignment with the highest E value that exceeded, or was equal to, the detection criteria. This procedure reduced the OMIM^®^ gene lists to 212 and 80 for deafness and vestibular disorders, respectively (Table 1; Fig. 1).

### Detection of *Xenopus* OMIM^®^ orthologue expression with Affymetrix microarray

TBLASTN (standalone BLAST version 2.2.27+) was used to align the protein sequences of the deafness and vestibular disorder genes acquired through OMIM^®^ (deafness, n = 281; vestibular disorder, n = 120) to consensus sequences from the Affymetrix *X. laevis* GeneChip^®^ version 2. 

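Inner ear RNA from larval X. laevis of stages 56 to 58 was hybridized to 3 Affymetrix GeneChip arrays, 1 array for each biological replicate, so all values describe a single condition. The sample labels give 10, 7 and 8 animals for replicates 1, 2 and 3, and the paper gives 8 to 10 animals per sample. The deposited values are GCRMA values on the log2 scale, background corrected, normalized between arrays and summarized per probe set by the authors, and they range from 1.62 to 15.94. Pearson's r between replicates over the 32475 frog probe sets was 0.994 to 0.996, and the median SD of probe sets with a mean of 4 or higher was 0.16. A mean of 4 or higher was reached by 21032 of the 32539 probe sets that are not AFFX controls (64.6%), and in limma's one-sided test 20478 frog probe sets had a mean above 4 at an adjusted p under 0.05. The probe set names in Additional file 1 begin with Xl and those of the deposited values begin with Xl2, and none of the 282 names in Additional file 1 is a name in the deposited values. Of these 282 names, 185 have a deposited probe set of the same number and suffix, which argues against the same array version for both sources. As the names do not match, the OMIM genes were matched through the GenBank accession that Additional file 1 gives for each paired probe set, a choice made after the names had been seen. This matched 102 of the 234 OMIM genes with an accepted alignment, and for genes with several matched probe sets the probe set with the highest mean was used. The platform annotation names the OMIM gene itself for 43 of these genes, another gene for 54 and several gene names for 5, which for COL2A1, FOXC1, TBX1 and THRB are copies of the gene itself. A value given for an OMIM gene is that of its paired probe set, and the annotated gene is named where it is another one. The RNA-Seq reads come from the paper's Additional file 1, from 1 RNA sample without replicates. The number of arrays limits the precision of each mean.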

Analysis showed 277 alignments for deafness and 116 for vestibular disorders. After removal of the alignments that fell below the E value criteria, the number was reduced to 194 for deafness and 80 for vestibular disorders. 

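Regulators of ear development were among the OMIM genes whose paired probe set was detected in the larval inner ear. EYA1, a transcriptional coactivator of the otic placode, had a GCRMA value of 6.29 ± 0.46 (SD, n = 3 arrays). HMX3, a homeobox gene of the vestibular organs, had 9.45 ± 0.26 (SD, n = 3), and SALL1, a zinc finger transcription factor, had 12.06 ± 0.11 (SD, n = 3). SHH and WNT1, which encode secreted signals, were not detected, at 2.04 ± 0.01 and 1.90 ± 0.01 (SD, n = 3 each). Of the 102 matched OMIM genes, 70 (68.6%) had a mean GCRMA value of 4 or higher, and each array taken alone also gave 70. These comprised 61 of 84 genes of the deafness list and 20 of 37 genes of the vestibular disorder list, with genes of both lists counted in each. No probe set matched by accession had arrays on both sides of 4, so none of these 70 calls rested on a single replicate. With high similarity alignments only, 44 genes were detected. The share of 68.6% is near the 64.8% of all frog probe sets that reached 4, so it does not show that the matched genes stand out.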

We then imposed an expression threshold criterion for GCRMA values of 4 or higher [17], thereby identifying 130 deafness and 42 vestibular disorders OMIM^®^ genes that met the expression threshold criterion. Some of the OMIM^®^ genes mapped to multiple Xl-PSIDs that met the expression criteria. To avoid counting the OMIM^®^ gene twice we chose only the OMIM^®^ gene that mapped to the Xl-PSID with the highest E value. This procedure reduced the OMIM^®^ detection list to 114 OMIM^®^ deafness genes and 30 OMIM^®^ vestibular disorder genes (Table 1; Fig. 1).

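COL1A1, a collagen of bone and connective tissue, had a GCRMA value of 14.54 ± 0.20 (SD, n = 3), and PMP22, a myelin protein of Schwann cells, had 14.64 ± 0.04 (SD, n = 3). The 4 matched genes of the collagen and extracellular matrix group, COL1A1, COL2A1, PLOD3 and COCH, were detected, the last by a probe set annotated as matn2. The 5 matched genes of the otolith and acellular membrane group rest on 2 probe sets, neither of which was detected. OTOP1, which acts in the formation of otoconia, and the related OTOP3 share the one annotated as otop3, at 3.05 ± 0.22 (SD, n = 3), and OTOG, a protein of the acellular membranes, is paired with the one annotated as csmd1, at 2.17 ± 0.03 (SD, n = 3). Among the transcription factors of the ear and neural crest, 15 of 20 matched genes were detected, on 12 of 17 probe sets. TBX1, which acts in otic development, had 8.71 ± 0.21 (SD, n = 3), and the probe set paired with POU4F3, a hair cell factor, is annotated as pou4f4 and had 8.45 ± 0.12 (SD, n = 3). Of the hair bundle genes 7 of 9 were detected, on 4 of 6 probe sets, since MYH9, MYO6, MYH14 and MYO15A share the probe set annotated as myh9. The probe set paired with PCDH15, a tip link cadherin, is annotated as pcdh8.2 and had 8.81 ± 0.08 (SD, n = 3). The probe set paired with CDH23, the other tip link cadherin, is annotated as pcdh7 and had 2.09 ± 0.003 (SD, n = 3). PTPRQ, a phosphatase of the hair bundle, is paired with a probe set annotated as ptprd, which had 9.41 ± 0.23 (SD, n = 3). Detection was seen for 6 of 12 signalling genes, 4 of 9 genes of ion transport and junctions, 4 of 5 mitochondrial genes and 2 of 4 pigment cell genes. Among pairs annotated with the gene itself these counts were 3 of 7, 2 of 3, 2 of 3 and 0 of 2. The detected pigment cell genes, TYR and EDNRB, rest on probe sets annotated as tyrp1 and ednrb2. CLDN14 and ATP6V1B1 rest on cldn6.2 and atp6v1b2, while the probe sets annotated with these genes themselves were not detected, at 1.99 and 2.01. With 1 gene kept per probe set, that with the lowest E value where the paper states the highest, 60 OMIM genes were detected, as many as with the highest E value kept, of which 44 were associated with deafness only, 7 with vestibular disorders only and 9 with both. All 60 also had a mean above 4 at an adjusted p under 0.05 in limma's test.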

### Comparison of RNA-Seq and microarray detection of OMIM deafness and vestibular disorder orthologues

A common set of 190 *Xenopus* OMIM^®^ orthologues was identifiable on the *X. tropicalis* scaffold and among the Xl-PSIDs on the Affymetrix Genechip (Fig. 2). 

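Several OMIM genes with RNA-Seq reads had a paired probe set at the floor of the arrays. POLR3A, the largest subunit of RNA polymerase III, had a GCRMA value of 1.90 ± 0.01 (SD, n = 3) beside 3496 reads in the paper's Additional file 1, on scaffold 265 of X. tropicalis JGI 4.1 from 1248148 to 1335340. GPSM2, which takes part in hair bundle orientation, had 1.96 ± 0.002 (SD, n = 3) beside the paper's 139 reads. The probe set paired with KCNJ10, a potassium channel of the inner ear, is annotated as kcnj5 and had 1.90 ± 0.004 (SD, n = 3) beside the paper's 484 reads, while a probe set annotated as kcnj10 was detected. The genes aligned on both platforms were reduced to 1 per probe set and then to 1 per scaffold region, which left 84 genes. In this set 16 genes (19.0%) reached the paper's minimum of 10 reads with a GCRMA value under 4, namely 10 associated with deafness only, 3 with vestibular disorders only and 3 with both. These calls hold for the paired probe set, as 6 of the 16 genes, FGFR3, GDF5, KCNJ10, KCNQ1, KIT and POLD1, had another probe set annotated with the gene itself at 4 or higher. For FGFR3 and KIT the paired probe sets are annotated as fgfr3.S and kit.L, and the detected ones as the other copies, fgfr3.L and kit.S. For KCNQ1 both are annotated as kcnq1.L.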

When we compared the capacity of the two technologies to detect OMIM^®^ genes, we noted that RNA-Seq detected 48 OMIM^®^ genes that were not detected by the microarray (Fig. 2). However, eleven OMIM^®^ genes met the expression criteria for the microarray but were not detected by RNA-Seq. 

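CLDN14, FGF22, EDNRB, FRMD7, RECQL4 and P2RX4 had a GCRMA value of 4 or higher and fewer than 10 of the paper's reads. P2RX4, an ATP-gated ion channel on scaffold 311 of JGI 4.1 from 664941 to 683087, had 5.07 ± 0.33 (SD, n = 3) and the paper's 5 reads, and its adjusted p from limma for a mean above 4 was 0.0042. It was the only one of the 6 whose probe set is annotated with the gene itself. The probe set paired with CLDN14, a tight junction protein, is annotated as cldn6.2 and had 12.25 ± 0.05 (SD, n = 3) beside the paper's 1 read, while the probe set annotated as cldn14 was not detected. The probe set paired with EDNRB, an endothelin receptor of the neural crest, is annotated as ednrb2 and had 10.47 ± 0.26 (SD, n = 3) beside the paper's 8 reads. The probe sets paired with RECQL4, FRMD7 and FGF22 are annotated as wrn, epb41l1 and fgf10 and had 10.59 ± 0.29, 8.22 ± 0.32 and 6.07 ± 0.17 (SD, n = 3 each). This count was 2 with a minimum of 5 reads and 12 with a minimum of 20 reads. It was also 2 with high similarity alignments only and 3 with high and moderate similarity alignments.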

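ACTA1 and MYH9 were among the genes detected on both platforms. ACTA1, skeletal muscle actin, had a GCRMA value of 7.47 ± 0.22 (SD, n = 3) and the paper's 899 reads, and MYH9, a non-muscle myosin, had 13.09 ± 0.04 (SD, n = 3) and the paper's 1079 reads. FOXI1, a forkhead factor of ion-transporting cells, was detected on neither platform, at 1.92 ± 0.01 (SD, n = 3). MITF, the regulator of pigment cell development, had 2.04 ± 0.03 (SD, n = 3) and was also detected on neither. Of the 84 genes, 52 (61.9%) were detected on both platforms and 10 (11.9%) on neither, among them AQP1 and NEUROD1, for which another probe set annotated with the gene itself was at 4 or higher. For NEUROD1 the paired probe set is annotated as neurod1.L and the detected one as the other copy, neurod1.S. Of the 52 genes, 35 have a probe set annotated with the gene itself alone, and 32 of these were detected by it. Those not detected by it were ATP6V1B1, RPGR and F2, at 2.01, 2.19 and 3.28. RNA-Seq alone detected more genes than the array alone, but the difference did not pass an exact two-sided binomial test on the genes detected on 1 platform only (p = 0.0525). The call depends on the settings, since RNA-Seq alone and the array alone detected 19 and 2 genes with a minimum of 5 reads (exact p = 0.000221) and 13 and 12 genes with a minimum of 20 reads (exact p = 1).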

Altogether, 108 OMIM^®^ genes were detected by both technologies and there were 23 OMIM^®^ genes that did not meet the detection limit for either technology (Fig. 2).

**Fig. 2:**
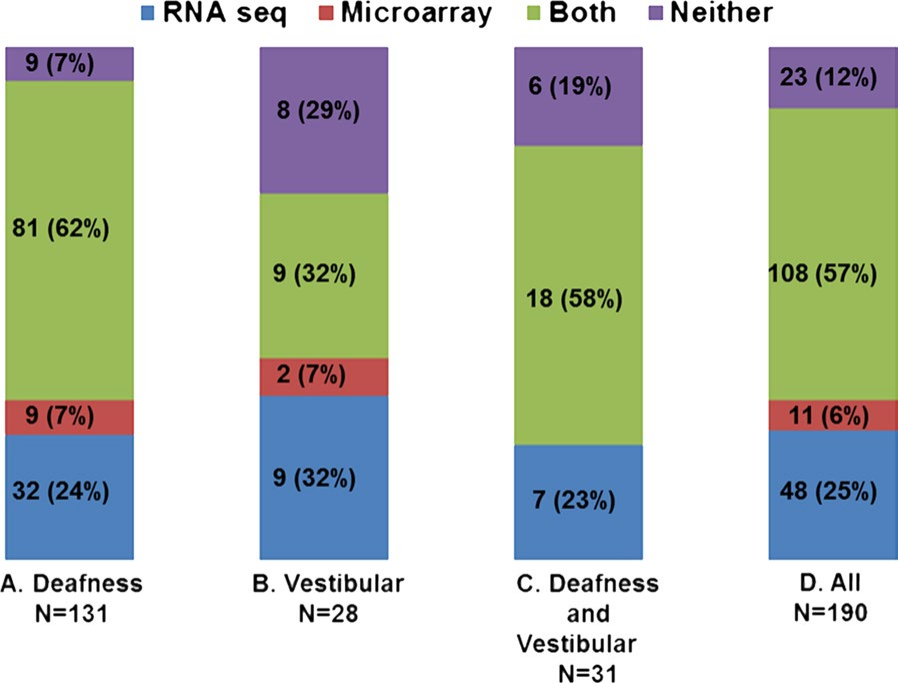
Comparison of Illumina-Solexa (RNA-Seq) and *Affymetrix* microarray methods for detection of *Xenopus* orthologues for OMIM^®^ deafness and vestibular disorder genes.* Bar graphs* compare detection data for 131 deafness only OMIM^®^ genes (**a**), 28 vestibular disorder only OMIM^®^ genes (**b**), 31 OMIM^®^ genes that are associated with both vestibular and deafness phenotypes (**c**) and all 190 OMIM^®^ genes (**d**) that met *alignment* criteria for both microarray and RNA-Seq analysis. Both technologies met *expression* criteria for 108 (57 %) of the 190 OMIM^®^ genes. RNA-Seq met expression criteria for 48 (25 %) additional OMIM^®^ genes not detected by microarray. Eleven (6 %) genes were detected by microarray methods only. Expression criteria were not met with either technology for 23 (12 %) of the 190 *Xenopus* OMIM^®^ orthologues that met alignment criteria

### Correlation between RNA-Seq read-based intensity values and microarray Xl-PSID intensity values for *Xenopus* OMIM^®^ orthologues

We were interested in determining the extent of the correlation between the RNA-Seq and microarray detection values for individual OMIM^®^ genes whose expression could be evaluated by the two technologies. Figure 3 shows a correlation plot of the log_2_ expression levels (in arbitrary units) for OMIM^®^ genes that met the detection criteria for both technologies. A regression analysis established a moderate correlation between microarray and RNA-Seq (R = 0.49; R^2^ = 0.24; P < 0.5).

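ITM2B, a membrane protein, and COL2A1, the collagen of cartilage and the otic capsule, had the GCRMA values farthest from the median, at 14.89 ± 0.04 and 15.38 ± 0.02 (SD, n = 3 each), and both also had many reads in the paper's table, 1120 and 11036. LHX3 and TFAP2A, transcription factors of development, lay at the low end with 4.90 ± 0.45 and 4.93 ± 0.25 (SD, n = 3 each) and the paper's 19 and 21 reads. Across the 52 genes detected on both platforms, the mean GCRMA value and log2 of the paper's reads had a Pearson's r of 0.302 (two-sided permutation test, p = 0.0304; bootstrap 95% interval -0.0034 to 0.542), an R squared of 0.0913. Spearman's rho was 0.179 (permutation p = 0.206). Without ITM2B and COL2A1, Pearson's r was 0.197 (permutation p = 0.172), a value within the bootstrap interval over all 52 genes. This is a correlation across genes, which are not independent replicates. Genes were also reduced to 1 per probe set and per scaffold region within each alignment class, so the classes can share a region. Within high similarity alignments r was 0.284 over 34 genes (permutation p = 0.104, adjusted p = 0.143 over 4 classes), and within weak similarity alignments it was 0.183 over 14 genes (permutation p = 0.529, adjusted p = 0.529). The moderate class held 5 genes, with r = 0.887 (exact permutation p = 0.0167, adjusted p = 0.0667). For 13 genes whose alignment was below the E value criterion r was 0.465 (permutation p = 0.107, adjusted p = 0.143).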

**Fig. 3:**
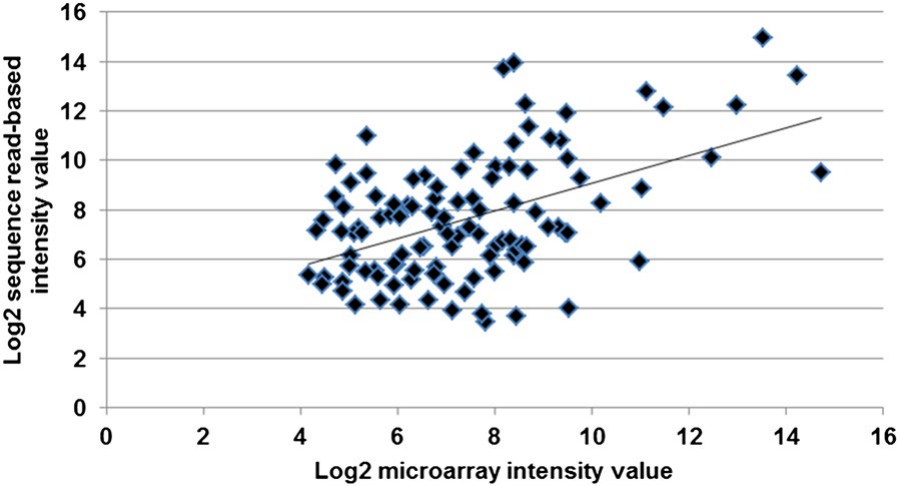
Correlation plot of *Affymetrix* microarray and Illumina-Solexa (RNA-Seq) measurements of OMIM^®^ gene expression. Data (log_2_) from 108 *Xenopus* orthologues for OMIM^®^ deafness and vestibular disorder genes that met expression criteria for both technologies are plotted in the figure (X-axis, microarray GCRMA intensity values; Y- axis, RNA-Seq read based intensity value). A modest correlation was detected between RNA-Seq reads and microarray intensity values in this analysis (R = 0.49, R^2^ = 0.24, P value <0.5)

### OMIM^®^ genes grouped into single or dual phenotypes

Table 1 shows the number of OMIM^®^ genes that were associated with both deafness and vestibular disorders as well those associated with only one of two disorders. The majority of the OMIM^®^ genes (229) were associated only with deafness, 53 OMIM^®^ genes were associated only with vestibular disorders, and 70 OMIM^®^ genes were identified as associated with both phenotypes (Table 1). When comparing RNA-Seq and microarray, RNA-Seq detected 70 % of the deafness (only) genes, 55 % of the vestibular disorder (only) genes, and 73 % of the dual phenotype genes (Table 1; Fig. 1). In contrast, the microarray approach detected 42 % of the deafness (only) genes, 23 % of the vestibular disorder (only) genes, and 26 % of the dual phenotype genes (Table 1; Fig. 1).

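Among genes associated with deafness only, GJA1, a gap junction protein, was detected at a GCRMA value of 7.96 ± 0.22 (SD, n = 3) and NOG, an inhibitor of bone morphogenetic proteins, at 9.33 ± 0.11 (SD, n = 3). Among genes associated with vestibular disorders only, WNT3A was detected at 6.62 ± 0.17 (SD, n = 3). NEUROD1, a transcription factor of sensory neurons, was not detected by its paired probe set, annotated as neurod1.L, at 1.87 ± 0.003 (SD, n = 3). A probe set annotated as the other copy of the gene, neurod1.S, had 9.93 ± 0.46 (SD, n = 3). Of the dual phenotype genes, KARS, a lysyl-tRNA synthetase, was detected at 13.30 ± 0.12 (SD, n = 3). With 1 gene per probe set, 44 of 59 deafness only genes (74.6%, exact binomial 95% interval 61.6 to 85.0%), 7 of 14 vestibular disorder only genes (50.0%, 23.0 to 77.0%) and 9 of 14 dual phenotype genes (64.3%, 35.1 to 87.2%) were detected. No pair of categories differed in Fisher's exact test, two-sided, with p = 0.104 for deafness only against vestibular disorder only (adjusted p = 0.313 over 3 pairs), p = 0.509 for deafness only against dual phenotype (adjusted p = 0.704) and p = 0.704 for vestibular disorder only against dual phenotype (adjusted p = 0.704). The denominators are the matched genes with an accepted alignment, not all OMIM genes.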

## Discussion

*Xenopus* is a well-established model organism for investigations of early embryogenesis and development [18, 24, 25]. The last decade has witnessed a rapid expansion in the *Xenopus* experimental repertoire through development of methods for *Xenopus* transgenesis and genome editing (CRISP-R; TALEN), as well as a robust and comprehensive online database (*Xenbase),* a central national laboratory for production of transgenic animal stocks and research training (NXR), and *Xenopus* genome assemblies [25–29]. The development of algorithms, such as Unveiling RNA Sample Annotation (URSA), and Phylogenetically-Informed Annotation (PIA) are predicted to accelerate annotation of *Xenopus* genes at a faster and more precise rate than traditional manual annotation, thereby increasing the impact of high throughput experiments undertaken with *Xenopus* [30, 31]. Here we have shown that a combination of data mining and experimental approaches can be implemented to evaluate and expand the utility of *Xenopus* for genetic studies of human hereditary disorders such as those that affect the senses of hearing and balance. Our methods identified several hundred *Xenopus* OMIM^®^ orthologues for deafness and vestibular disorders that met the criteria for RNA-Seq (241) and microarray (126) expression (Fig. 1; Table 1). These findings confirm the suitability of *Xenopus* as a model organism for genetic and functional analysis of OMIM^®^ orthologues that are predicted to affect auditory and vestibular sensation in humans. Moreover, the identification of scaffolds for OMIM^®^ orthologues on the *X. tropicalis* genome will accelerate genetic analysis because this species offers the advantage of a shorter generation time, a smaller diploid genome, and a more detailed reference assembly than its relative, *X. laevis* [12].

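Probe sets annotated with the OMIM genes themselves were detected for most of the genes that have one. GJB2, a gap junction protein of supporting cells, had a GCRMA value of 14.88 ± 0.05 (SD, n = 3), and POU3F4 and GATA3, transcription factors of the developing ear, had 14.04 ± 0.11 and 10.02 ± 0.08 (SD, n = 3 each). SOX10, a factor of the neural crest and otic epithelium, had 11.18 ± 0.05 (SD, n = 3), and KCNJ10 had 11.10 ± 0.15 (SD, n = 3). RDX and CLIC5, proteins of the hair bundle base, had 12.11 ± 0.11 and 8.63 ± 0.11 (SD, n = 3 each). JAG1, a Notch ligand, had 13.76 ± 0.21, FGF3, an inducer of the otic placode, had 9.36 ± 0.07 and BDNF, a neurotrophin of vestibular neurons, had 10.23 ± 0.35 (SD, n = 3 each). The probe sets annotated as cldn14 and atp6v1b1 were not detected, at 1.99 ± 0.01 and 2.01 ± 0.03 (SD, n = 3 each). By gene symbol, a match chosen after the data had been seen, 164 of the 352 OMIM genes had a probe set with that gene as its only annotation, and 141 of them (86.0%, exact binomial 95% interval 79.7 to 90.9%) had a GCRMA value of 4 or higher, using the probe set with the highest mean. These were 102 of 116 deafness only, 18 of 25 vestibular disorder only and 21 of 23 dual phenotype genes. Of all frog probe sets 64.8% reached 4, but that share counts every probe set, not the highest of each gene. The share of all annotated genes counted in the same way was not computed, so the 86.0% does not show that OMIM genes stand out. RHAG, a transporter of the red cell membrane among the vestibular disorder only genes, was called by replicate 3 alone, with 3.93, 3.79 and 5.27 in replicates 1, 2 and 3, a mean of 4.33 ± 0.82 (SD, n = 3) and an adjusted p of 0.321 from limma, whose test called the other 140 genes. Of the groups, 13 of 13 hair bundle genes, 17 of 22 transcription factors, 11 of 13 signalling genes, 9 of 11 genes of ion transport and junctions, 4 of 5 otolith and acellular membrane genes, 4 of 4 collagen and extracellular matrix genes, 4 of 5 pigment cell genes and 17 of 18 mitochondrial genes were detected. The hair bundle list holds 38 genes. Those with such a probe set include ACTB, ACTG1 and MYH9, but not the tip link cadherins CDH23 and PCDH15. OTOS and OTOA, proteins of the inner ear's extracellular matrix, had 15.02 ± 0.03 and 12.46 ± 0.07 (SD, n = 3 each). Of 68 genes with several such probe sets, which can be of different copies (.L and .S), 20 had probe sets on both sides of 4. KCNQ1, a potassium channel of endolymph secretion, is one of these, and its detected probe set had 10.60 ± 0.36 (SD, n = 3). From the genes that met the criteria, the paper concludes that Xenopus is suited to genetic and functional analysis of such orthologues.

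**Figure D1:**
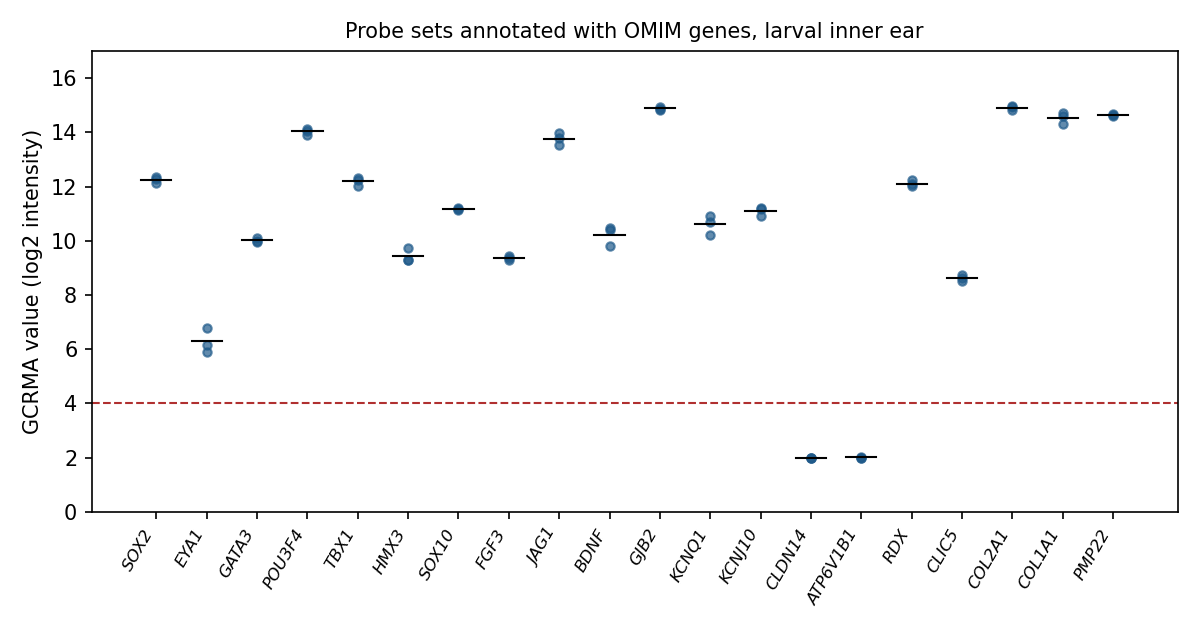
GCRMA values (log2 intensity, y axis) of the probe set annotated with each OMIM gene (x axis) in the larval inner ear. Points are the 3 replicates, short lines their means and the dashed line the threshold of 4. Each gene is to be read against the threshold, not against other genes, and CLDN14 and ATP6V1B1 are the genes plotted that lie under it, at 1.99 and 2.01.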

Our analysis also showed that 70 OMIM^®^ genes are associated with both deafness and vestibular disorders, as expected from the similarities between the mechanosensory processes of hearing and balance and common features of the sensory epithelia (Table 1; Figs. 1, 2). In fact, diseases that affect the inner ear can disrupt both hearing and balance, often due to damage to the mechanosensory hair cells that function as cellular receptors for both sensory modalities [16, 32]. Mutations in these 70 OMIM^®^ genes potentially could cause complications for both hearing and balance. In contrast, 229 genes were associated with deafness only and 53 genes were associated with vestibular disorders only, suggesting that damage to any of these genes could result in complications in hearing or balance but not both (Table 1; Figs. 1, 2). The specificity of some genes for auditory or for vestibular disorders may arise from functional and structural differences that are required for sensory endorgans to accomplish their specialized task for sense reception and frequency discrimination [2, 9]. For example, the spiral shaped cochlea is the major organ involved in the hearing process, while the elongated semicircular canals, and sack-like utricle and sacculus with their overlying otolith crystals, function specifically in the vestibular system in humans [33]. Another explanation is that far less is known about the vestibular system in comparison to hearing; as more is learned about the vestibular system, we may discover that other genes that affect hearing also affect balance [3].

We observed that Illumina Solexa RNA-Seq methods detected expression of more *Xenopus* orthologues for deafness and vestibular disorder genes than the Affymetrix microarrays (Table 1; Figs. 1, 2). These findings are in agreement with studies showing that RNA-Seq technologies offer advantages over microarray technology, such as a greater sensitivity in the detection of gene expression, especially for low abundance transcripts [34–36]. Microarrays are an inherently biased analysis platform because they are optimized to evaluate expression of the subset of genes represented in the probe set. However, it is noteworthy that some deafness and vestibular disorder genes were detected by the microarray but not by RNA-Seq. This indicates that genes may be overlooked if only one technology is used, suggesting that the two technologies can complement each other and that a combination of both approaches can provide a more complete analysis of gene expression than either method alone [37–39]. It is intriguing that regression analysis showed moderate correlation between RNA-Seq and microarray for the genes that met expression criteria for both technologies (Fig. 3). For example, some genes detected on the microarray were scored with high GCRMA intensity values (high expression), but with low corresponding RNA-Seq read counts, and the converse was also observed. 

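Among the 52 genes detected on both platforms, which all have 10 reads or more, those with the fewest reads for their GCRMA value were ATP6V1B1, RPGR, ENPP1, TYR and SLITRK6. The probe set paired with ATP6V1B1, a proton pump subunit, had 12.82 ± 0.08 (SD, n = 3) beside the paper's 13 reads on scaffold 368 of JGI 4.1 from 277391 to 332861, and that paired with TYR, the enzyme of melanin synthesis, had 11.55 ± 0.22 (SD, n = 3) beside the paper's 16 reads. The probe sets paired with RPGR, ENPP1 and SLITRK6 had 11.15 ± 0.08, 11.68 ± 0.22 and 10.34 ± 0.06 (SD, n = 3 each) beside the paper's 11, 15 and 20 reads. Among the genes with the most reads for their GCRMA value were COCH, SOX2, COL2A1 and FOXC1. COCH, a matrix protein of the inner ear on scaffold 37 from 1158951 to 1169734, had 11.13 ± 0.22 (SD, n = 3) beside the paper's 15548 reads, and SOX2, a transcription factor of supporting cells, had 7.81 ± 0.22 (SD, n = 3) beside 2615 reads. Another probe set annotated as sox2 had 12.25 ± 0.11 (SD, n = 3), so the residual of SOX2 holds for its paired probe set only. FOXC1, a forkhead factor, had 12.12 ± 0.12 (SD, n = 3) beside 5035 reads. The residuals from the regression of log2 reads on the GCRMA value ran from -4.95 for ATP6V1B1 to 5.83 for COCH. The probe sets paired with all 5 genes of few reads are annotated with another gene, namely atp6v1b2, rcbtb2, enpp2, tyrp1 and slit2. Probe sets annotated as atp6v1b1 and rpgr were not detected, at 2.01 and 2.19. Of the genes of many reads, COCH has a probe set annotated as matn2, COL2A1 and FOXC1 have probe sets annotated with several copies of the gene itself, and SOX2 has one annotated with the gene itself.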

One possible explanation for this finding is that isoforms of a gene differ by only a few bases. It is also possible that different isoforms of a gene hybridized to the same probe in the microarray, resulting in a higher GCRMA value [40]. On the other hand, low GCRMA values may be the result of poor hybridization of the microarray, which is a known limitation of this technology.

## Conclusion

Here we have shown that by combining data mining and transcriptional profiling, it is possible to identify expression of a cadre of *Xenopus* orthologues for OMIM^®^ genes associated with hereditary human disorders, such as hearing and balance. We also have identified candidate regions of the *X. tropicalis* genome that can be used as targets to develop *Xenopus* models for investigations of human deafness and vestibular dysfunction. Many of the OMIM^®^ orthologues whose expression we have detected have not been the subject of detailed mechanistic or genetic studies in the inner ear of *Xenopus* or other animals. We propose that our experimental approach (Fig. 1) can be implemented by investigators interested in exploring the potential of *Xenopus* for investigations of other human hereditary diseases and disorders.

## Additional file

RNA-Seq and microarray data have been deposited to the Gene Expression Omnibus (GEO) repository under accession numbers GSE69701 (RNA-Seq) and GSE73829 (microarray).

10.1186/s13104-015-1485-1 Master table for *Xenopus* OMIM auditory and vestibular genes. This spreadsheet contains the list of OMIM^®^ deafness and vestibular disorder genes, mappings to the JGI predicted proteins and Xl-PSID’S (E-value for alignment, E-value for expression, scaffold number and coordinates), RNA-Seq reads associated with each OMIM^®^ gene and microarray GCRMA value for each OMIM^®^ gene. The original data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and can be accessed under GEO Series accession numbers GSE69701 (RNA-Seq) and GSE73829 (microarray).

## Abbreviations

GCRMA: Gene Chip robust multichip averaging
NXR: National *Xenopus* Resource
OMIM^®^: Online Mendelian Inheritance in Man
Xl: *Xenopus laevis*
Xl-PSID: *Xenopus laevis* probe set ID
Xt: *Xenopus tropicalis*

How the deposited data were processed for this re-analysis (not part of the article)

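Gene expression in the larval X. laevis inner ear was measured on 3 Affymetrix GeneChip arrays, 1 for each biological replicate of 1 condition. The deposited values are log2 intensities, which the authors made by GCRMA, with background correction, normalization between arrays and a summary per probe set. The paper's text does not name the software used for GCRMA and refers to an earlier publication. The table holds 32635 probe sets, of which 32475 are frog probe sets and 160 are controls and reporters. The median of replicates 1, 2 and 3 was 7.49, 7.50 and 7.53, so the arrays are on one scale. The number of arrays limits the precision of each mean. RNA-Seq files were not analysed here, and all reads are the paper's.

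The OMIM genes, their phenotype categories, paired probe sets, alignment classes, scaffold regions of X. tropicalis JGI 4.1 and reads were read from the paper's Additional file 1, which is complete with 352 genes. The tests had been fixed for the probe set names of that table. As none of its 282 probe set names occurs in the deposited values, the match was made through GenBank accessions without versions, which 119 of the 282 share with a deposited probe set. Of 99 names that could also be matched by probe set number, 93 gave the same probe set. Matching by probe set number, matching by gene symbol and keeping only pairs annotated with the OMIM gene itself were added as alternatives after the data had been seen. In the platform annotation 15495 frog probe sets have 1 gene symbol, 279 have several and 16701 have none, and the match by symbol used single symbols only. Of the single symbols 15384 were found by gene ID in the RefSeq table of assembly v10.1 and 2 differed there. Homeolog suffixes such as .L and .S were removed before matching, so the copies of a gene were counted together. KARS was counted as annotated with itself because that table lists it as a synonym of kars1, a correction made after the contrast it enters had been computed without it.

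A gene was detected at a mean GCRMA value of 4 or higher and, for RNA-Seq, at the paper's minimum of 10 reads. Of genes that share a probe set the one with the lowest E value was kept, while the paper states that the highest was chosen. Several such rules had been tried on the paper's own table, and the one that gives the counts of its Table 1 was fixed, so those counts are not independent evidence. Probe sets were tested with limma 3.58.1 in R 4.3.3, by a one-sided moderated test of a mean above 4 with a mean-variance trend and Benjamini-Hochberg adjustment over all frog probe sets. On simulated data with the spread of these arrays, the step on 32475 probe sets called 65.6% of probe sets seeded at a mean of 4.5 and 87.4% at 5. Shares were compared by Fisher's exact test and correlations by permutation tests with 100000 resamples, or by exact enumeration for fewer than 10 genes, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Bootstrap intervals used 10000 resamples of genes.

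Values are given for genes detected by the array only, for genes among the 5 largest residuals in each direction, for genes whose arrays lie on both sides of 4, of which there were none matched by accession and RHAG by symbol, and for genes listed from the fixed gene groups. That rule was written when the paper's own values had been seen, and further genes named as examples were chosen after their values were seen. GJB6, TECTA, NOX3, GFI1, MYO7A, ESPN, CABP2 and CACNA1D had no match by accession or symbol and are not reported here. The highest means of frog probe sets were 15.81 for rps3a and 15.60 for rpl32, which encode ribosomal proteins, and 15.79, 15.56 and 15.54 for probe sets without a gene symbol. A reporter probe set had 15.91. Alternatives set before the data were examined changed the threshold, the summary over arrays, the normalization, the alignment classes, the rule for shared probe sets, the minimum of reads, the coefficient and the arrays used.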

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

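The paper reports OMIM genes, and markers of cell types outside that list gave a signal in genes it does not discuss. Gene lists had been written before the data were examined, and a gene was counted when all 3 arrays lay above 2.17, the 95th percentile of the 64 reporter probe sets, whose targets are not frog genes. That level is below the detection threshold of 4, which 64.8% of all frog probe sets reached. The share of all frog probe sets above 2.17 was not computed, so high counts do not show that these markers stand out. The tests of both explanations for the shift from the paper's values were chosen after the result was seen. Only genes outside the OMIM list that have a probe set annotated with that gene alone enter these counts.

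Neuron markers above that level numbered 14 of 15, among them snap25 at a GCRMA value of 12.69 ± 0.46 and sncg at 12.99 ± 0.42 (SD, n = 3 each). Skeletal muscle markers numbered 11 of 11, among them ckm at 12.31 ± 0.86 and mylpf at 12.16 ± 1.14 (SD, n = 3 each). Erythrocyte markers numbered 11 of 11, with the globin hba3 at 15.21 ± 0.03 (SD, n = 3). Cartilage markers numbered 8 of 8, with cnmd at 15.01 ± 0.04 and col9a3 at 15.01 ± 0.05 (SD, n = 3 each). Leukocyte markers numbered 7 of 9, with cd74 at 12.38 ± 0.06 (SD, n = 3). Markers of supporting cells and otic epithelium numbered 5 of 6, with epcam at 13.82 ± 0.09 and zpld1 at 13.15 ± 0.32 (SD, n = 3 each). Schwann cell and glia markers numbered 3 of 4, with mbp at 14.51 ± 0.07 (SD, n = 3), bone markers 3 of 4, with col1a2 at 14.30 ± 0.15 (SD, n = 3), and endothelium markers 3 of 3, with egfl7 at 12.46 ± 0.04 (SD, n = 3). Hair cell markers numbered 2 of 2, lmo7 at 12.08 ± 0.14 and calb1 at 9.04 ± 1.51 (SD, n = 3 each), and pigment cell markers 2 of 2, with pmel at 12.29 ± 0.35 (SD, n = 3). The other pigment cell marker is tyrp1, whose probe set is the one paired with TYR. Counted genes with a mean under 4 were syt1 (neuron, 2.85), mal (Schwann cell and glia, 3.49) and epor (erythrocyte, 2.82). The genes not counted were elavl3, ptprc, tyrobp, pax8, egr2 and sp7, with means from 1.81 to 2.09. Which cells gave these signals was not tested, and the paper does not discuss these genes in its text.

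More matched OMIM genes reached 4 in the deposited values than in the paper's Additional file 1 for the same accessions. A single shift of all values on the log2 scale is argued against, since the median shift of probe sets at 4 or higher in the paper's table exceeded that of probe sets under 2.5 by 3.15 (bootstrap 95% interval 2.61 to 3.71). Probe sets under 2.5 lie at the floor of that table and had a median shift of -0.18. A shift of the values above the floor alone is therefore not excluded. Another probe set under the same accession stays open. The 43 probe sets with the same number and suffix in both sources were shifted by a median of 2.88 (2.43 to 3.35), but no probe set name is common to both sources, so a shared number does not show that the probes are the same. Of the 282 names in Additional file 1, only 185 have a deposited probe set of the same number and suffix, which argues against the same array version for both sources. The paper names version 2 of the GeneChip, but its methods give fewer consensus sequences than the 32475 frog probe sets of the deposited values. Both sets of values may therefore come from different arrays, which was not tested as the cause of the shift. The cause of the shift stays open, and no biological explanation was tested, as there is 1 condition.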

How the results depend on the processing

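Detection counts over all matched genes and in the common gene set kept within 1.5 times under other thresholds, summaries over arrays and normalizations. Counts of single gene groups did not all do so. At a threshold of 3 the probe set shared by OTOP1, OTOP2 and OTOP3, at 3.05, is detected. At 4 no gene of the otolith group matched by accession is detected, while by gene symbol 4 of 5 are. Of the counts and tests recomputed under the alternatives 221 kept their direction and their side of the threshold or stayed within their limit, 25 moved, 5 lost a call and 1 gained one. Of the more detailed values, 213 stayed and 48 moved. Matching by gene symbol, by probe set number and by pairs annotated with the gene itself were chosen after seeing the data, and they change the genes that enter. No paired analysis was possible because there is 1 group.

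With high similarity alignments only, which leave fewer genes, 44 genes were detected, 37 with 1 per probe set, 34 on both platforms, 2 on the array only and 4 on neither. With high and moderate similarity alignments, 3 were detected on the array only. A minimum of 5 reads gave 2 on the array only and 20 reads gave 12, beside 19 and 13 by RNA-Seq only. By gene symbol, 141 genes were detected, 141 with 1 per probe set, 124 on both platforms, 12 on the array only and 83 in the gene groups, with 11 by RNA-Seq only, so RNA-Seq alone did not detect more genes by this match. The exact binomial p for RNA-Seq only against array only, recomputed after the results were seen, ranged from 0.000221 with 5 reads to 1 with 20 reads or by symbol, and was 0.0227 at a threshold of 5, 0.0066 at 6, 0.0225 with high similarity alignments, 0.0127 with high and moderate similarity alignments and 0.0391 for pairs annotated with the gene itself. By probe set number, 122 were detected, 102 with 1 per probe set, 87 on both platforms, 13 on the array only and 82 in the gene groups. With pairs annotated with the gene itself these numbers were 29, 29, 27, 1 and 19, with 8 detected by RNA-Seq only and 5 on neither.

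The correlation with reads lost its call at a threshold of 5 (r = 0.229, permutation p = 0.109), at a threshold of 6 (r = 0.230, p = 0.110), with high similarity alignments only (r = 0.284, p = 0.104), with reads per region length (r = 0.271, p = 0.0528) and as Spearman's rho (0.179, p = 0.206). It was higher with a minimum of 20 reads (r = 0.426, p = 0.0032), with high and moderate similarity alignments (r = 0.355, p = 0.0263) and over genes detected or not (r = 0.458, p = 2e-05). Without 1 replicate it was 0.298 to 0.308. Over all genes of the high similarity class, detected or not, r was 0.488 (adjusted p = 0.0012). The cause was not tested. No difference between phenotype categories passed the threshold under any alternative. Probe sets near 4 are limited by signal over background, and 729 frog probe sets (2.24%) had arrays on both sides of it.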

Differences from the paper's values

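The probe set names argue against the same array version for Additional file 1 and the deposited values, so these comparisons may be across array versions. Values are set beside the paper's for the genes matched by accession, at the paper's thresholds, apart from its r between platforms, which covers all genes of its Fig. 3. In this set the paper's Additional file 1 has 62 genes at 4 or higher and the deposited values have 70. Both sources have 60 of these genes, 10 reach 4 only in the deposited values and 2, GJC3 and POLD1, only in the paper's table. By gene symbol, a match chosen after seeing the values, POLD1 was at 8.68 ± 0.17 (SD, n = 3). Over 87 probe sets the values of both sources had a Pearson's r of 0.857 and none was within 0.01 of the other. The deposited value was higher for 62, and the median difference was 2.26 on the log2 scale.

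The paper's r between platforms is 0.49 and that of the deposited values is 0.302 over 52 genes, with a bootstrap interval that contains the paper's value, and the sets of genes are not alike. With the paper's own GCRMA values for the same 52 genes r was 0.393, and over the 46 of the matched genes that pass both thresholds in its own table it was 0.378. Of the alternatives set before the data were examined, that over genes detected or not gave the highest r, 0.458. The gene symbol match, chosen after seeing the values, gave r = 0.587 over 124 genes, and pairs annotated with the gene itself, also chosen then, gave r = 0.517 over 27 genes. The match by probe set number, chosen then too, gave r = 0.299 over 87 genes. The set of 27 genes includes COL1A1 and CKMT1B, which the main set left out as sharing a scaffold region or probe set with COL2A1 and CKMT1A. COL1A1 enters there with 11036 reads of a region that is also given for COL2A1.

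The paper states that RNA-Seq detected more OMIM genes than the array in the common set. Here 16 genes were detected by RNA-Seq only and 6 by the array only, and with the paper's GCRMA values for the same genes these were 22 and 5 (exact binomial test, p = 0.0015). From the deposited values the counts were 19 and 2 with a minimum of 5 reads, 18 and 6 at a threshold of 5, 19 and 5 at a threshold of 6, 11 and 2 with high similarity alignments and 14 and 3 with high and moderate similarity alignments. They were 13 and 12 with a minimum of 20 reads. With matches chosen after seeing the values they were 8 and 1 for pairs annotated with the gene itself, 20 and 13 by probe set number and 11 and 12 by gene symbol.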

Other observations

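The tests of the correlation and of the reporter probe sets were set before their results were seen, and the reading of KARS as a synonym and the replicate deviations were chosen after. Skeletal muscle and neuron markers differed between replicates by more than the median frog probe set at 4 or higher did. Of 12 skeletal muscle markers at 4 or higher, 11 lay above their own mean in replicate 1, 10 in replicate 2 and 1 in replicate 3, with mean deviations of 0.41, 0.46 and -0.87 on the log2 scale. Of 14 neuron markers, 8 lay above their own mean in replicate 1, 1 in replicate 2 and 13 in replicate 3, and the mean deviations over all 14 were 0.03, -0.45 and 0.42. Their median SDs were 0.92 for muscle and 0.57 for neurons, and 0.16 for all frog probe sets at 4 or higher. The median SD was also above 0.16 for markers of leukocytes (0.41), bone (0.30), pigment cells (0.29), erythrocytes (0.24) and endothelium (0.19), and it was 0.15 for hair cells, 0.13 for supporting cells and otic epithelium, 0.06 for Schwann cells and glia and 0.06 for cartilage. These deviations were not tested. ACTA1 is on both the OMIM list and the muscle list.

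Array and RNA-Seq values correlate only in part across genes. A candidate explanation is that a probe set measures another gene, and r was 0.444 over 25 genes whose probe set is annotated with the gene itself and -0.022 over 23 annotated with another gene, a difference of 0.466 (bootstrap 95% interval -0.151 to 1.13, permutation p = 0.132). Without reading KARS as a synonym of kars1, as first computed, the difference was 0.394 (permutation p = 0.203), and with so few genes neither value decides. For weak alignments the difference between high and weak similarity was 0.102 (-0.506 to 0.911, permutation p = 0.786), which decides nothing either. The length of the scaffold region is argued against, since dividing reads by it changed r by -0.031 (-0.134 to 0.0735). No biological explanation was tested, as there is 1 condition.

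Probe sets paired with genes that failed the E value criterion were at 4 or higher in 21 of 34 cases (61.8%), against 68.6% of aligned genes (Fisher's exact test, two-sided, p = 0.529), which does not show that the shares are equal. A threshold that passes probe sets without target is argued against, since 1 of 64 reporter probe sets was at 4 or higher (1.56%, exact 95% interval 0.0396 to 8.4%). That reporter had a mean of 15.91 and the next highest 2.47. The targets of the reporters are not frog genes, so these values cannot show whether signal from related frog transcripts passes 4. What these pairs measure stays open, and the annotation names another gene for all 34, such as bmp1 for TMC1 and exoc7 for TMIE, at 8.55 ± 0.14 and 11.46 ± 0.06 (SD, n = 3 each).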
